A study of Rattus norvegicus with 16 samples. Its data were reported in "Broad Epigenetic Signature of Maternal Care in the Brain of Adult Rats" (2011).

How the data were processed

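Transcription was measured in the hippocampus of 8 adult male rats aged 90 days, 4 reared by mothers with a high frequency of licking/grooming and arched-back nursing (High LG) and 4 reared by mothers with a low frequency (Low LG). RNA of each animal was turned into cDNA and hybridised with genomic DNA of the same animal, in the other colour, to a custom Agilent tiling array. The array carries short probes spaced along a stretch of chromosome 18 around Nr3c1, the gene for the glucocorticoid receptor. Each animal has 2 arrays, so the data comprise 16 arrays.

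According to the methods of the study, the authors extracted intensities with the Agilent Feature Extraction software, computed log-ratios of both channels in R and quantile-normalized the arrays. The deposited values are taken here as log2 ratios. The base of the logarithm is not given in the sources used here; base 10 was ruled out because the values run from -9.82 to 9.71, and base 2 was assumed over the natural logarithm. All 16 arrays share 1 distribution, with a median of -0.51, a mean of -0.36 and 64.2% of values below 0, as quantile normalization leaves it. A shift of all features of an animal up or down is therefore removed before any comparison. Background correction, the exact centring and the control spots are not given in the sources used here, so every feature was kept, and control features are among those tested.

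The direction of the ratio is not stated for these arrays. All 120 pairs of arrays correlated positively, with r from 0.489 to 0.953, whether the cDNA was in the same dye or not, so that the arrays run the same way and no sign was turned. The direction is likely cDNA over genomic DNA. The methods describe the ratio of bound to input material for the companion arrays, and the distribution has its long tail upward, with 1936 features lying more than 3 above the median of the feature means and 213 lying more than 3 below it. Signed values carry this reservation throughout.

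The values are listed by feature number, from 1 to 45220, and the files do not pair these numbers with probes, genes or positions. The gene table used for names elsewhere could therefore not be joined. Comparisons fixed before the data were examined for genes, exons, 10 kb windows, the protocadherin families, Nr3c1 and the other gene lists were not made, and single features stand in their place. The number 45220 equals an array of 532 rows by 85 columns. This layout was checked on the values. Ranked by likeness in profile to feature 1, itself included, the first 14 features lay in the corner squares of that grid. The run ended there, as the next lay outside, and these squares hold 64 of the 45220 features. Patches of raised values also formed compact areas on the grid.

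The labels give the dye of the cDNA as Cy5 for both arrays of 10A, 30A, 4AH and 8D and as Cy3 for both arrays of 12A, 2AH, 4B and 8A, which puts each dye in 2 animals per group. The methods speak of a dye swap for each subject, which the labels do not show; the labels were followed. Titles carry a pair of dates whose meaning is not stated; they were taken here as batches, the smaller with animals 4AH (High LG) and 2AH (Low LG). The methods allow littermates among the animals, and the labels name no litter, so animals were treated as independent.

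Both arrays of an animal were averaged, which leaves n = 4 animals per group. Differences were fitted per feature with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with group and dye as terms, 2-sided, and Benjamini-Hochberg adjustment over the 45220 features at a false discovery rate of 0.05. Missing values numbered 399 (0.0551%), in 387 features, and were left out of the means. The group by dye interaction was fitted in the same way. Named features are the 2 with the smallest p in each direction; the rule fixed before the data were examined allowed more, and unnamed features were held to that number. The 95% confidence intervals come from the same fit. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 served for the remaining steps.

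Measures added after the data were examined were the mean of the brightest 5% of features (by their mean over all 8 animals) and the share of the summed variance between animals that goes with group or dye. The first was compared between groups with an exact 2-sided permutation test over the 70 assignments of animals, the second with all 35 splits of the animals into equal sets. The fit was tested on simulated data with the residual spread of these arrays, in which 200 of the 45220 features were changed by a known amount, in 4 runs for each size. Noise was drawn independently for each feature and animal. For the High LG against Low LG comparison the fit recovered, at the false discovery rate used, 0.125% of changes of 1 on the log2 scale. It recovered 27.8% of changes of 2 and 93.0% of changes of 3.

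Alternatives comprised the fit without dye, with batch as a block, in the larger batch alone, with all arrays and the animal as a random block, with 1 array per animal, with other centring or normalization, with animals of 1 ID number averaged, with a trend and robust estimation, without moderation, at a false discovery rate of 0.10, on features above the median, and without each animal in turn. Alternatives added after the data were examined were the subtraction of a local trend (the mean deviation from the median array, clipped at 2 on the log2 scale, in a square of 21 by 21 spots), the fit without 2 arrays with patches, the fit without the 14 corner features, the lowest 5% of features with the sign turned, and further fits of the dye comparison. The number of animals, 4 per group, limits the precision.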

Results

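To ask how transcription in the region around the glucocorticoid receptor gene Nr3c1 differs with maternal care, tiling arrays of hippocampal cDNA were compared between adult offspring of High LG and Low LG mothers. High LG mothers lick and groom their pups often and nurse them with an arched back, and Low LG mothers do so less. The data comprised 45220 features on each of 16 arrays, 2 for each of 4 High LG animals (12A, 30A, 4AH and 4B) and 4 Low LG animals (10A, 2AH, 8A and 8D). Each value is a log2 ratio of the cDNA and the genomic DNA of an animal, quantile-normalized by the authors. Between 45111 and 45219 features had a value on each array. The hippocampus is a brain region rich in glucocorticoid receptors, and the tiled locus also holds the clustered protocadherin genes, which encode neuronal adhesion proteins. The files do not pair features with genes, and neither Nr3c1 nor the protocadherins were analysed here by name.

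Feature means were skewed. Their median over all arrays was -0.53, and 2546 features (5.63%) had a mean above 2. The tail was much longer upward than downward: 1936 features lay more than 3 above that median and 213 lay more than 3 below it. The direction of the ratio, likely cDNA over genomic DNA, is inferred from the methods and from this tail, and is not stated for these arrays. All signed values below follow it.

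Hippocampal profiles of an animal were alike on both of its arrays. Pearson's r across features between duplicate arrays was 0.953 for 2AH, 0.936 for 12A, 0.912 for 30A, 0.900 for 4B, 0.897 for 8A, 0.892 for 8D and 0.891 for 4AH, and it was lowest, at 0.807, for 10A. The median over the 8 animals was 0.899, and Spearman's rho had a median of 0.882. Between animals the median r was 0.783 for 48 pairs of arrays with the cDNA in the same dye and 0.655 for 64 pairs with the cDNA in different dyes. Among pairs in different dyes, animals of the same group (median 0.651) were no more alike than animals of different groups (0.660). Among pairs in the same dye these medians were 0.827 and 0.777. These correlations run across features, which are not independent replicates.

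**Figure D1:**
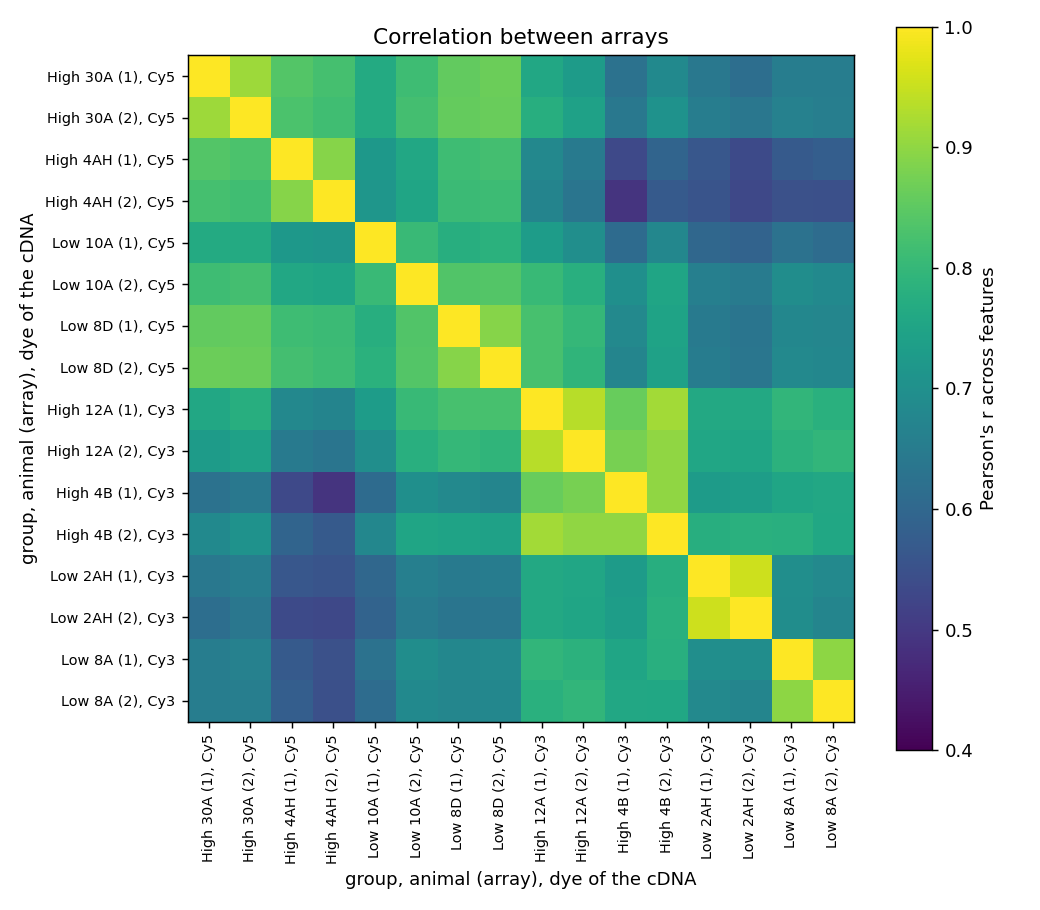
Pearson's r across features for each pair of the 16 arrays, ordered by the dye of the cDNA, then group, then animal, with the array number in brackets. Values run from 0.489 to 0.953 off the diagonal, and the blocks of higher r follow animal and dye.

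The main comparison asked which features of the locus differed in transcription between High LG and Low LG offspring. No feature passed the test: 0 of 45220 features had an adjusted p under 0.05 in limma with dye as a covariate, and the smallest adjusted p was 0.995. At an unadjusted p under 0.05 there were 1893 features (4.19%), of which 768 were higher and 1125 lower in High LG offspring, against 2261 that chance gives on average. A comparison without moderation and without the dye term also gave 0 features after adjustment and 1030 at an unadjusted p under 0.05, of which 535 were higher and 495 lower. With all 16 arrays and the animal as a random block the count was also 0, and 1208 features were higher and 955 lower at that level, so that the majority direction depended on the fit. The High minus Low difference had a median size of 0.29 on the log2 scale and ranged from -2.93 to 2.18, and 97.2% of features differed by less than 1, a 2-fold ratio.

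The 2 features with the smallest p in each direction did not pass the test. Feature 26817 averaged 3.36 ± 1.23 (SD, n = 4) in High LG and 1.41 ± 0.75 (SD, n = 4) in Low LG offspring, a difference of 1.95 with a standard error of 0.39. Feature 41180 averaged 2.62 ± 0.50 (SD, n = 4) in High LG and 0.63 ± 0.90 (SD, n = 4) in Low LG offspring, a difference of 1.99 with a standard error of 0.40, which was 1.29 on array 2 of each animal alone. Feature 21326 averaged -1.05 ± 0.37 (SD, n = 4) in High LG and 1.22 ± 1.25 (SD, n = 4) in Low LG offspring, a difference of -2.28 with a standard error of 0.40. Feature 7619 averaged -2.45 ± 2.05 (SD, n = 4) in High LG and 0.03 ± 1.20 (SD, n = 4) in Low LG offspring, a difference of -2.48 with a standard error of 0.46, which was -1.22 on array 1 and -3.73 on array 2 of each animal alone. The adjusted p in limma was 0.995 for each of these features. The standard errors come from limma with dye as a term, whereas the SDs include the spread between dyes. The Cy5 minus Cy3 difference was 1.58 in feature 26817 (adjusted p in limma 0.0152) and 0.94 in 41180 (0.111). It was 1.35 in 21326 (0.0316) and -2.66 in 7619 (0.00518).

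The precision of single features was low. The median standard error of the High minus Low difference was 0.41, and the median 95% confidence interval extended 0.87 to either side on the log2 scale. For 10350 features (22.9%) the interval lay wholly within a 2-fold difference in either direction; for the others a difference of that size was not excluded. In simulated data with the spread of these animals, drawn independently for each feature, 200 of the 45220 features were changed. After adjustment, the same test recovered 0.125% of 2-fold changes and 93.0% of changes of 3 on the log2 scale. At an unadjusted p under 0.05 in limma it recovered 60.5% of 2-fold changes. Recovery after adjustment depends on how many features change, and neither other numbers nor noise shared between features were simulated. With so few features changed and independent noise, 2-fold differences would nearly all be missed after adjustment.

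With batch, taken from the dates in the titles, as a block beside dye, 0 features passed and 2488 had an unadjusted p under 0.05. Within the larger batch of 6 animals these counts were 0 and 3183; the smaller batch holds 1 animal per group and gives no test. The count at an unadjusted p under 0.05 depended on single animals: it was 988 without 12A, 1161 without 4B, 2893 without 8A and 3025 without 2AH, each time with 0 features after adjustment in limma.

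**Figure D2:**
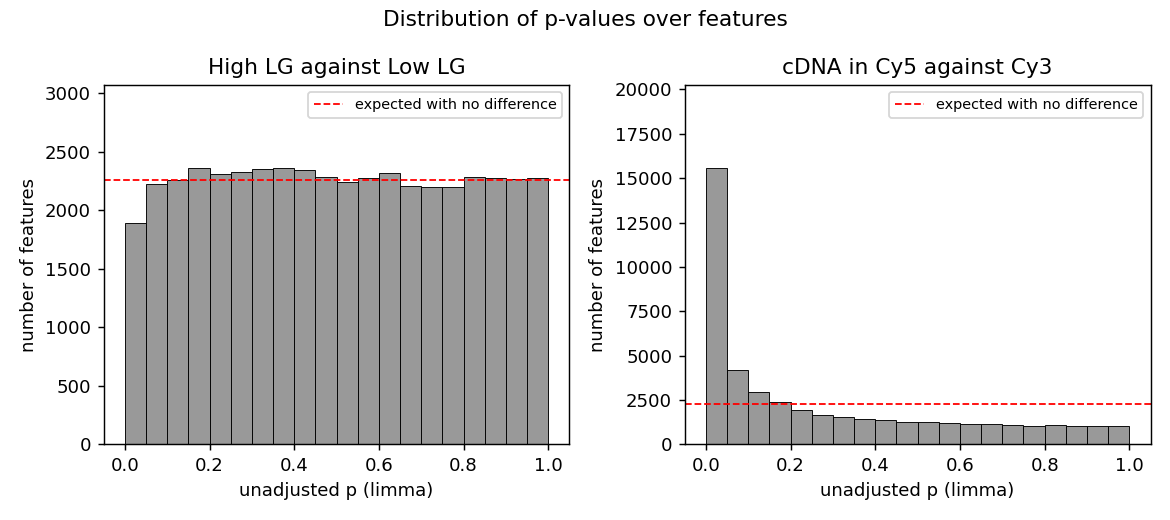
Number of features in each bin of the unadjusted p from limma, for High LG against Low LG (left) and for cDNA in Cy5 against Cy3 (right); the dashed line is the number per bin with no difference. The lowest bin holds 1893 features for group, below the line at 2261, and 15581 for dye.

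Features with the highest ratios, which may include control features, were examined as a set, a comparison chosen after the data were examined. All arrays share 1 distribution, so the mean over this set shows how high these features rank in an animal, not its transcription as a whole. The set was picked by the mean over these same animals, so an animal whose profile is less like the rest tends to average lower on it. The 2261 features in the top 5% averaged 3.75 ± 0.04 (SD, n = 4) in High LG and 3.59 ± 0.14 (SD, n = 4) in Low LG offspring. The difference of 0.15 did not pass the exact permutation test (2-sided p = 0.114, 70 assignments, smallest possible p = 0.0286). The interval of differences not rejected by that test ran from -0.09 to 0.32. Of these features, 1486 (65.7%) were higher in High LG offspring. If the ratio runs the other way, the brightest features are the lowest 5%: with the sign turned these averaged 2.78 ± 0.34 (SD, n = 4) in High LG and 2.82 ± 0.06 (SD, n = 4) in Low LG offspring, a difference of -0.04 (exact permutation p = 0.914), and 46.0% were higher in High LG offspring. In the top 5% as given, the difference was 0.06 among animals with cDNA in Cy5 and 0.25 among animals with cDNA in Cy3. In the larger batch alone it was 0.13 (exact p = 0.300), with too few animals for a p under 0.05. The 2 animals of the smaller batch differed by 0.23, with no test. In that smaller batch High LG 4AH has cDNA in Cy5 and Low LG 2AH in Cy3, so group and dye cannot be told apart. Without Low LG animal 8D, which lay as high as the High LG animals at 3.79, the difference was 0.22 (exact p = 0.0286). It was 0.21 on array 1 of each animal alone (exact p = 0.0857), 0.10 on array 2 alone (exact p = 0.429), 0.10 for the brightest 1% (exact p = 0.314) and 0.11 without the 2 arrays with patches (exact p = 0.400).

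**Figure D3:**
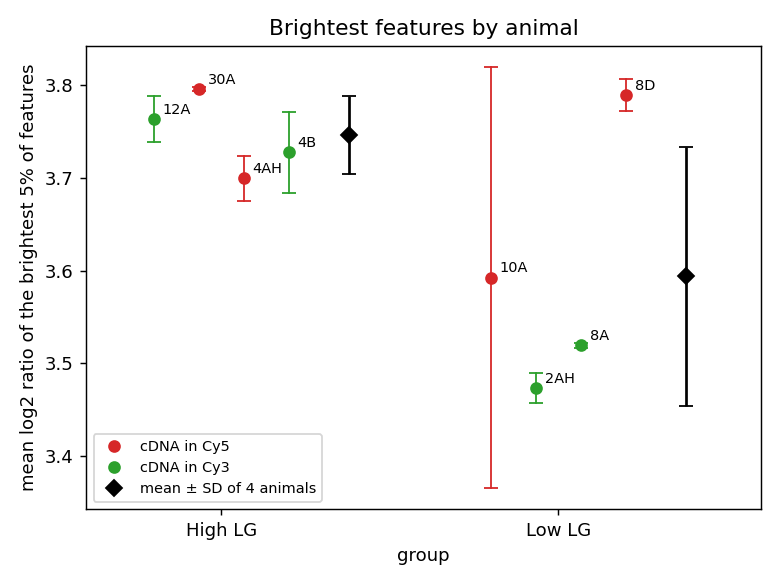
Mean log2 ratio of the brightest 5% of features for each animal (points; red, cDNA in Cy5; green, cDNA in Cy3), with bars joining its 2 arrays, and the mean ± SD of 4 animals per group (diamonds). High LG animals lie between 3.70 and 3.80, and Low LG animals between 3.47 and 3.79.

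Across all features with values in every animal, group accounted for 9.20% of the summed variance between animals. An arbitrary split of 8 animals accounts for 14.3% on average, and 28 of the 35 splits accounted for as much as the split into High LG and Low LG (exact p = 0.800). Splits uneven in dye take in variance that goes with dye, which the group split, even in dye, cannot. The share of group is therefore not shown to be lower than chance gives. Splits even in dye were not compared on their own. The dye of the cDNA accounted for 41.3%, more than any other split, of which the highest reached 23.3% (exact p = 0.0286, the smallest that 35 splits can give).

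The dye comparison served as a technical yardstick. Between cDNA in Cy5 and cDNA in Cy3, 8487 features (18.8%) differed in limma after adjustment, 4444 higher and 4043 lower with Cy5, and the median size of the dye difference was 0.64, more than that of the group difference. The share of features that differed with dye rose from 8.93% in the lowest decile of mean values to 28.9% in the eighth and was 13.5% in the highest. With the ratio turned this order of deciles runs from the last to the first, and the highest share falls in the third. The count and the deciles include every feature, control features among them. Features 2 to 11, near a corner of the grid, all passed after adjustment and read lower with Cy5. The fit without the 14 corner features was run for the group comparison only. Whether the order of deciles holds for probes of the locus alone was therefore not tested. With batch as a block 10385 features differed, and within the larger batch 5133 did. Without single animals the count was 2156 (4B), 4045 (4AH), 4689 (12A), 4852 (8D), 4973 (30A), 6285 (10A), 9071 (8A) and 10100 (2AH).

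Whether the response to maternal care differed between dyes was tested as an interaction. In limma 0 features passed after adjustment, and 4715 (10.4%) had an unadjusted p under 0.05, against 2261 that chance gives on average. A split of the animals other than High LG and Low LG, fitted beside dye without an interaction, reached 4788. Chance is therefore not excluded for this count. Across features, the High minus Low difference in the Cy5 animals correlated with that in the Cy3 animals at r = -0.194, and both had the same sign in 44.3% of features.

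**Figure D4:**
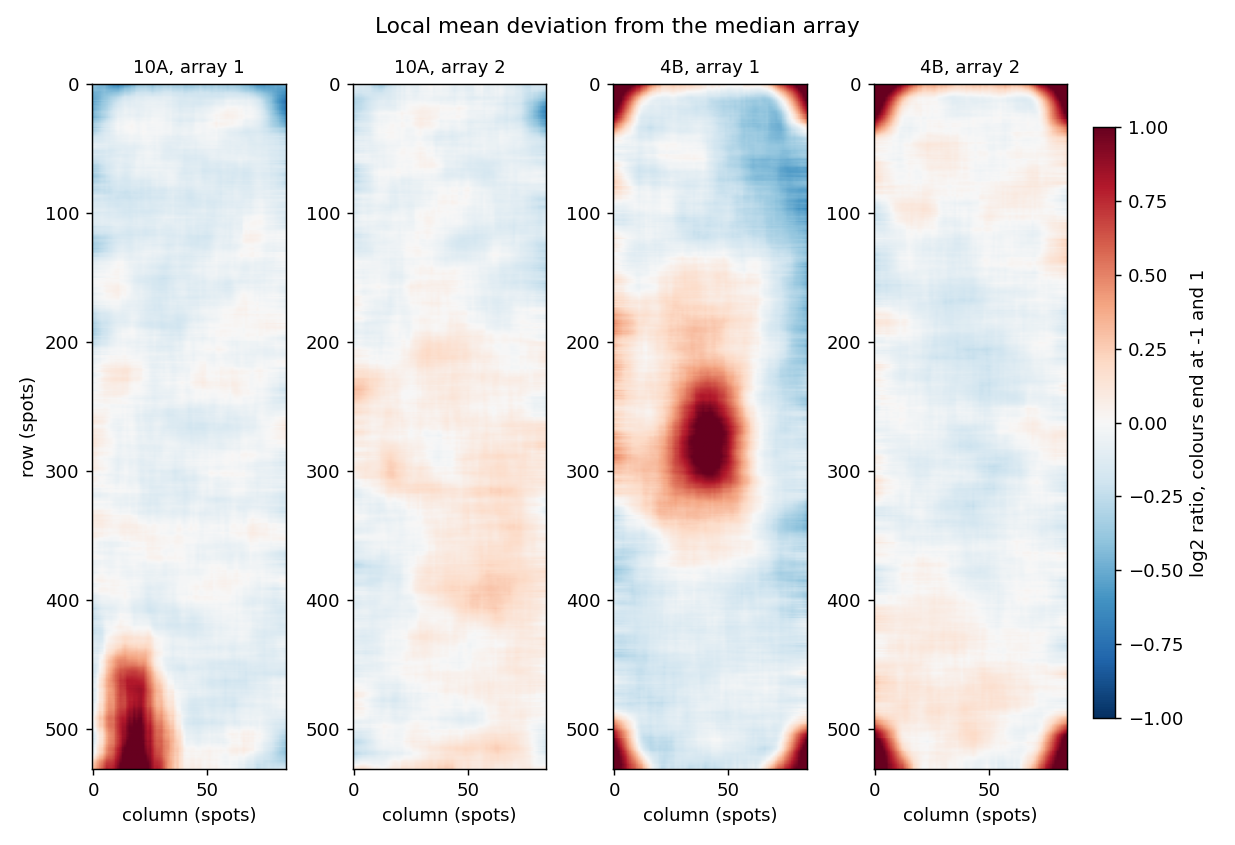
Local mean deviation from the median array on the grid of 532 rows by 85 columns, for both arrays of animals 10A (Low LG) and 4B (High LG), on the log2 scale with colours ending at -1 and 1. Array 1 of each animal has a compact patch of raised values that its array 2 lacks, and both arrays of 4B are raised in the corners. The cDNA of 4B is in Cy3, and features 2 to 11, near a corner, read lower with Cy5. Its raised corners therefore cannot be told apart from a dye difference.

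The surfaces of both arrays differed in animals 4B and 10A. The local mean deviation from the median array had an SD of 0.302 on array 1 of High LG animal 4B and 0.198 on array 1 of Low LG animal 10A, against 0.185 and 0.103 on their second arrays. On array 1 of 4B, 7.88% of spots had a local deviation of more than 0.5 on the log2 scale, and spots in the corners were not counted apart. With both first arrays left out, 0 features differed between High LG and Low LG after adjustment in limma, with 1972 at an unadjusted p under 0.05.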

Values the study reported

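Among transcripts selected for expression profiling, which the methods tie to real-time RT-PCR, the study reported 29 transcripts with a significant difference, each of them more expressed in High LG offspring. It reported a significant increase in High LG offspring for 20 of the 33 protocadherin genes it profiled. According to the methods, part of the RT-PCR was run on the animals of the arrays and part, including protocadherin genes, on a further cohort of 8 High LG and 8 Low LG animals. RT-PCR differences were judged at p under 0.05 with t-tests that look in a single direction. The main methods name no adjustment for the number of transcripts. From the arrays themselves, the study reported that RNA expression inside exons was on average significantly higher in High LG offspring. That comparison was not made here, because the files do not pair features with genes. The study put the number of probes covering the region at 44000.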

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

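Of the tests in this part, that of the order of features was chosen after the result was seen. Outliers were sought in 16 sets of values from 1 group each, where chance alone marks about 0.8, and 2 values stood apart from the rest of their group. Array 1 of High LG animal 4B had the widest local deviations from the median array (SD 0.302). Array 1 of Low LG animal 10A had 109 missing values, where the others had between 1 and 48.

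Both arrays carry a patch of raised values that spans many neighbouring spots. The animal's own RNA or DNA would put the same patch on its other array, but the local means of arrays 1 and 2 correlated at no more than 0.197 in these animals. An arrangement of features in chromosomal order, in which a patch might be a stretch of transcription, is argued against by the correlation of 0.0025 between the mean value of a feature and that of the next. A local fault of hybridisation, washing or scanning stays open and was not tested. No biological explanation other than these was tested.

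No split can give fewer than the 0 features between High LG and Low LG, so that all 34 splits that can be fitted beside dye reach it by construction and say nothing about chance; the highest of the other splits gave 7. The 1893 features at an unadjusted p under 0.05 were reached by 19 of the 34 splits, with 4788 as the highest other, so chance cannot be excluded for them. For dye, 1 of 34 splits, the real one, reached 8487 features, and the highest other gave 3. The other splits were fitted without a dye term, so that dye differences added to their residual spread and held their counts down. As 34 splits also allow no small p, this count alone does not exclude chance.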

How the results depend on the processing

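The count of 0 features between High LG and Low LG held under all 24 alternatives, with the smallest adjusted p at 0.271, while the count at an unadjusted p under 0.05 ranged from 605 without the dye term to 3183 in the larger batch. Median centring and quantile normalization, counted among the alternatives here and below, could hardly change any result, because all arrays already share 1 distribution. Of the named features, chosen for their small p, 7619 moved from -2.48 to -1.22 on array 1 alone and -3.73 on array 2 alone, and 41180 from 1.99 to 1.29 on array 2 alone; no sign changed. The dye count ranged from 2156 to 10100 without each animal in turn and was 5133 in the larger batch, where fewer animals were fitted; all other alternatives left it within 1.5 times. The brightest features were higher in High LG by 0.10 to 0.22 under the 19 alternatives except 1, the lowest 5% of features with the sign turned, which gave -0.0393 on other features; without each animal in turn the range was 0.11 to 0.22. The difference passed the exact test only without 8D, and the cause was not tested. In the larger batch, and with permutation within each dye (smallest possible p = 0.0556), the exact test could not give a p under 0.05. The share of variance that goes with group ranged from 9.20% to 15.9%, and passed no test, which it could not do in the larger batch. The median duplicate correlation was 0.882 by Spearman's rho and 0.909 after subtraction of the local trend. The negative correlation between differences in Cy5 and Cy3 animals ranged from -0.247 to -0.097. Alternatives planned for genes, windows, protocadherins, Nr3c1 and exons were not run, because the files do not pair features with genes or positions. Turning the sign of the Cy3 arrays was not run, because it was planned only if arrays ran in different directions. No paired analysis was possible because no animal ID occurs in both groups. Subtraction of the local trend, leaving out patchy arrays or corner features, and all alternatives for the brightest features, variance shares and the correlation between dyes were chosen after seeing the data. The number of animals limits the precision, and signal over background was not used here.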

Other observations

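In this part, the tests of the brightest features and of the subtracted local trend were chosen after the result was seen. The correlation between dyes with its other tests and values, and the test of shared ID numbers, were added after the data were examined; the tests of the dye contrast, the smaller batch and the ID numbers were set before their own results were seen. With the ratio as given, the brightest features were low in 2 Low LG animals in particular, 2AH at 3.47 and 8A at 3.52. Both have cDNA in Cy3, whereas High LG animals with cDNA in Cy3 lay at 3.76 and 3.73. With the sign turned, Low LG animals averaged 2.82 ± 0.06 (SD, n = 4) and lay close together. High LG animals averaged 2.78 ± 0.34 (SD, n = 4), so the wider spread was theirs. What follows therefore holds only for the ratio as given. Noise could lower the top of a profile under quantile normalization, because averaging over noisy arrays draws extreme features towards the centre. That is argued against as the whole cause by the spread between duplicate arrays of 2AH, with an SD of 0.496 that lies below the median of 0.732 over animals; in 8A it was 0.737, close to the median. For 10A, whose duplicates were the least alike, noise stays open: array 1 gave 3.37 and array 2 gave 3.82. The set was picked by the mean over all 8 animals, so a profile unlike the rest would also lower an animal on it. Arrays of 2AH and 8A correlated with each other at 0.672 to 0.695, the lowest r among animals in the same dye. Between High LG animals 12A and 4B, also in Cy3, r was 0.861 to 0.917. Whether this accounts for the low values was not tested. A difference in maternal care stays open as a hypothesis, and the permutation test did not exclude chance.

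The High minus Low difference ran in opposite directions in Cy5 and Cy3 animals more often than in the same direction, with a correlation of -0.194. Among the 9 ways of setting pairs of Cy5 animals and pairs of Cy3 animals against each other, this was the largest in size and the next reached 0.108; so few pairings cannot give a p under 0.111. Spatial patches are argued against by a correlation of -0.174 after the local trend was subtracted, and a dye bias of unequal strength by one of -0.238 after the dye contrast was taken out of both differences. For the smaller batch, as the dates in the titles give it, the correlation was -0.0973 without its 2 animals. The distance of that value from the bound of -0.05, above which the batch would account for the pattern, is less than the spread of the other pairings (root mean square 0.0707), and with 6 animals this explanation cannot be told apart. Differences between single animals, such as 8D (-0.104 without it), stay open too.

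Animals that share the number in their ID, 4AH with 4B and 8D with 8A, may share an origin such as a litter. After centring within each dye, these pairs had a mean correlation of -0.142, which 69 of the 72 choices of 2 pairs across dyes equalled or exceeded, with 0.188 as the highest. The pair 4AH with 4B (-0.205) lies across the batches, which may lower its likeness. The pair 8D with 8A, both in the larger batch, had -0.080. Shared numbers did not go with greater likeness in these values, but with 2 such pairs a shared origin is not excluded.

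The local trends of both arrays of an animal correlated at 0.794 in 2AH, 0.760 in 4AH and 0.724 in 30A, and at -0.136 in 8A.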
